A study of Mus musculus with 1 sample. Its data were reported in "Cnot8 eliminates naïve regulation networks and is essential for naïve-to-formative pluripotency transition" (2022).

How the data were processed

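The poly(A) tails of mRNAs were measured by PAIso-seq in wild-type mouse cells at 24 h of differentiation from embryonic stem cells (ESCs) into epiblast-like cells (EpiLCs). PAIso-seq copies full-length transcripts together with their tails into circular cDNA libraries and reads them on the PacBio platform. Each molecule is read in repeated passes around the circle, and the passes are combined into a circular consensus sequence (CCS). One group was therefore analysed, with 1 sample that holds 2 replicates marked by different barcodes. The labels do not say which barcode belongs to which replicate, so replicates 1 and 2 are numbered by barcode. Cells without the deadenylase Cnot8, which the study compared with the wild type, were not analysed here.

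The authors made CCS reads with the ccs program, split them by barcode, trimmed adapters and mapped them to the mouse genome (mm10) with minimap2. After removal of repetitive reads, the soft-clipped bases beyond the 3′ end of each alignment were taken as the tail and extended into adjoining A tracts, and reads without a tail were left out. Genes were assigned with featureCounts. The authors' deposited table gives, for each read, the barcode, the gene, the number of passes, the counts of A, T, C and G bases of the tail and its sequence, with no normalization. In every read, the base counts added up to the length of the deposited sequence. The counts of T, C and G added up to the deposited count of non-A bases. Single base counts were not checked against the sequence. The methods describe a filter for at least 4 A among the first 8 bases. Among 855606 tails of at least 8 nt in reads with at least 7 passes, 1024 held fewer. No such filter was added. Tails had 1 to 566 nt, and reads had 2 to 1500 passes with a median of 32.

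Tail length was taken as the length of the tail sequence in nt, non-A bases included. Reads with at least 7 passes were used. Genes were placed with the GENCODE vM21 annotation, which uses the GRCm38 (mm10) build, and 12955 of 12962 gene identifiers of the table were found. Genes on the mitochondrial chromosome were kept apart. The tail length of a gene was the geometric mean over its transcripts, for genes with at least 10 transcripts in both replicates together. Values are given for each replicate, for both pooled, or as the mean ± SD of the 2 replicates. Intervals of shares are 95% Wilson intervals, and intervals of single genes come from 2000 bootstrap resamples of transcripts. The reads have no molecular identifiers, so both kinds of interval cover counting error only. The smallest share that 3 reads can show was 0.00122% of nuclear transcripts in replicate 1 and 0.000658% in replicate 2.

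Genes of 9 lists were compared with the other tested genes. The study's own names and calls define 5 of them, and only membership was used. They are genes raised or lowered in Cnot8 knockout (KO) 24h-EpiLCs, genes of Cnot8-dependent degradation, naïve-like genes of Cnot8-dependent degradation, and naïve gene regulatory network (GRN)-like genes. The other 4 lists are Gene Ontology (GO) terms that the study had sorted by tail length, so their membership is not independent of these data. The median gene tail length of each list was set against 10000 random lists of the same size matched on deciles of transcript number. The reported difference is the list median minus the median of the random lists. A list counted as past the threshold when its percentile was below 2.5 or above 97.5. The longer GO lists were available only in part, so the 4 terms tested were those readable in full or nearly so. Random lists for GO terms came from 3333 tested genes of all readable GO members, which leaves out the members that could not be read. With 1 group, no p-value was computed across genes. The percentiles describe these libraries only. The scripts were tested on simulated tails for 7146 genes, with 200 genes shortened to a ratio of 0.8, and recovered a ratio of 0.816. Of 100 simulated lists without a change, 5 passed the threshold.

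Single genes were named by a rule set before the data were examined. The rule took 22 genes that the study names for poly(A) tails, and the 5 longest and 5 shortest nuclear genes among those with at least 30 transcripts in each replicate. The alternatives set at that time changed the pass filter (none, at least 8, at least 15), the length (number of A bases), the shortest tail (15 nt), the summary per gene (arithmetic mean, median), the number of transcripts per gene (at least 5, at least 20, at least 10 in each replicate) and the random lists (not matched, or drawn from all tested genes). They also kept mitochondrial genes, left out either replicate, or left out the first and last base of the tail. Alternatives chosen after seeing the data were protein-coding genes only, tails of at least 6 nt, random lists matched on annotated transcript length too, and those last 2 choices together. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.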

Results

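PAIso-seq of wild-type 24h-EpiLCs gave 378458 reads with a tail in replicate 1 and 635217 in replicate 2. EpiLCs are cells on the way from the naïve to the formative state of pluripotency. At least 7 passes were reached by 354259 and 593361 reads, or 93.6% and 93.4%. Of these, 301536 and 502001 reads were assigned to genes, which made 803537 transcripts of 12842 genes in total. Nuclear genes took 246316 and 455660 transcripts. Replicate 2 was thus the deeper library. By gene type, 87.2% of nuclear transcripts came from protein-coding genes and 9.66% from processed pseudogenes. The nuclear gene with the most transcripts, 11833, was the processed pseudogene Gm15459 (ENSMUSG00000100801, GRCm38 chromosome 5, 5781615 to 5783555). Values of pseudogenes and of their near-identical parent genes are uncertain because reads can be shared between them.

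All nuclear transcripts were first examined together, to describe how long tails were in these cells. The median tail was 91 nt in each replicate (SD 0, n = 2). The lower quartile was 54 nt in both replicates, and the upper quartile of the pooled transcripts was 132 nt. Tails over 90 nt made up 50.6% ± 0.00298 of transcripts (SD, n = 2). The Wilson intervals were 50.4% to 50.8% in replicate 1 and 50.5% to 50.7% in replicate 2, so the replicates were not distinguishable by this measure. Very short tails of 1 to 5 nt were rarer, with 1.52% of transcripts in replicate 1 (1.47% to 1.57%) and 2.75% in replicate 2 (2.70% to 2.80%). These intervals did not overlap. The geometric mean over transcripts followed this difference, at 77.2 nt and 73.9 nt. Keeping mitochondrial genes moved the pooled median most, to 82 nt.

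**Figure D1:**
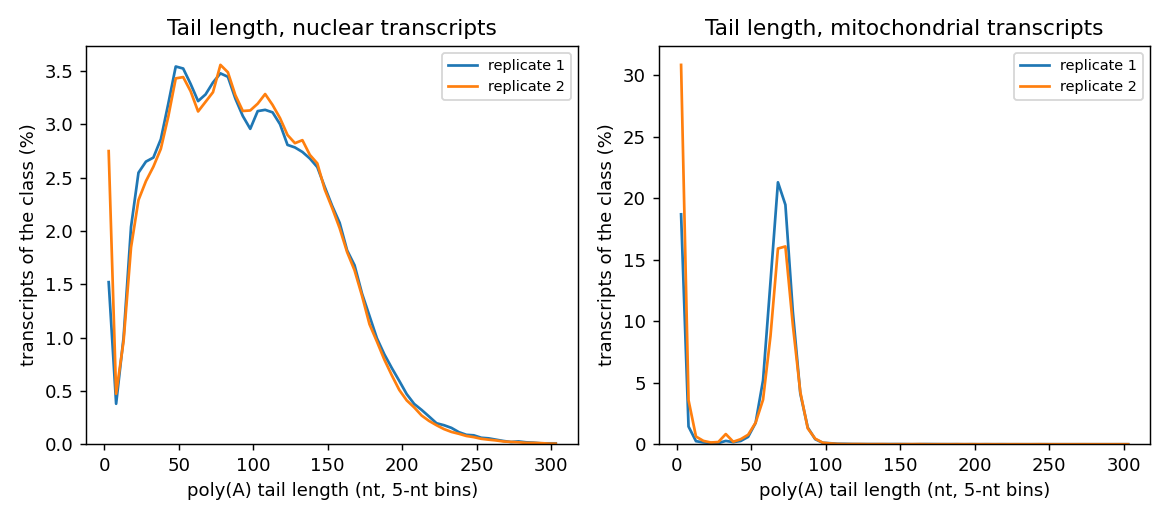
Share of transcripts (%) by poly(A) tail length (nt, 5-nt bins) for nuclear transcripts at the left and mitochondrial transcripts at the right, with a line for each replicate. The nuclear lines nearly overlap around the median of 91 nt, while the mitochondrial lines have a narrow peak near their medians of 67 nt and 65 nt and a second peak at 1 to 5 nt.

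Mitochondrial transcripts, which the study set aside, were compared with the nuclear ones. They took 18.3% of assigned transcripts in replicate 1 (18.2% to 18.4%) and 9.23% in replicate 2 (9.15% to 9.31%). Their median tail was 67 nt in replicate 1 and 65 nt in replicate 2. The difference from the nuclear median was -25 nt ± 1.41 (SD, n = 2), larger than the spread between replicates. Only 0.818% ± 0.0339 of mitochondrial tails were over 90 nt, against 50.6% of nuclear tails. Tails of 1 to 5 nt made up 18.7% and 30.8% of mitochondrial transcripts. Most mitochondrial transcripts, 77.8% in replicate 1 and 60.8% in replicate 2, came from mt-Cytb (ENSMUSG00000064370, chromosome M, 14145 to 15288), with a pooled median of 70 nt. The ribosomal RNA mt-Rnr1 (ENSMUSG00000064337, chromosome M, 70 to 1024) took 21.3%. Its median was 1 nt in both replicates, and 98.6% of its tails had 1 to 5 nt.

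At the gene level, 7146 nuclear genes had at least 10 transcripts. Their median tail was 76.4 nt, with quartiles of 62.4 nt and 88.6 nt. In single replicates, which left 4488 and 5923 genes, the median was 77.4 nt ± 0.862 (SD, n = 2). With the arithmetic mean per gene in place of the geometric mean, it was 93.8 nt. The study used 75 nt to divide genes with short and long tails, and 47.4% of the tested genes fell below that boundary. Between replicates, Spearman's correlation of gene tail length was 0.536 over 4286 genes with at least 10 transcripts in each. It was 0.715 over 1775 genes with at least 30 and 0.873 over 450 genes with at least 100. Pearson's correlation of log2 tail lengths was 0.58, 0.79 and 0.94. The median absolute difference between replicates fell from 10.4 nt to 6.71 nt and 3.92 nt in the same order, so values of genes with few transcripts were imprecise. These correlations are across genes, which are not independent replicates.

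Tail length was then related to transcript number across the 7146 genes. Spearman's correlation was 0.0674 in the pooled data, 0.118 in replicate 1 and 0.0359 in replicate 2. Pearson's correlation of the log2 values was 0.13. The lowest decile of genes, with 10 to 13 transcripts, had a median gene tail of 75.7 nt, and the highest, with 197 to 11833 transcripts, had 79.8 nt. The rise was not steady, since deciles 2 to 8 lay between 74.8 nt and 76.0 nt and decile 9 had 77.2 nt. Tail length was also related to the longest annotated transcript of each gene, with a Spearman's correlation of -0.390, and of -0.250 over 6977 genes when tails under 15 nt were left out.

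The gene lists of the study were then compared with the other tested genes. Genes raised in Cnot8 KO 24h-EpiLCs had a median gene tail of 76.5 nt over 431 tested genes. Matched random lists had 75.3 nt, a difference of 1.22 nt at percentile 80.6. In single replicates, with fewer genes tested, the difference was -0.475 nt and -0.198 nt. This list changed direction with the processing. By the median per gene its difference was -3.50 nt at percentile 1.18. Over all transcripts of the list, the median tail was 85 nt. Genes lowered in the KO had longer tails, with a median of 81.8 nt over 160 genes. The difference was 5.93 nt at percentile 99.96, and it held its direction and side of the threshold in the 17 alternatives that used both replicates. In single replicates it was 7.06 nt at percentile 99.92 and 3.11 nt at percentile 91.1, so replicate 2 alone placed the list less far from random lists.

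The genes of Cnot8-dependent degradation had a median of 74.8 nt over 512 genes. The difference from matched random lists was -1.27 nt at percentile 13.3, inside the central 95%. Naïve-like genes among them had 73.5 nt over 272 genes, a difference of -2.79 nt at percentile 3.41. Naïve GRN-like genes had 73.2 nt, a difference of -3.38 nt at percentile 2.70. These lists are nested, since every naïve GRN-like gene tested was also a naïve-like gene. None of the 3 was past the threshold in the main setting. The difference was negative in both replicates but much larger in replicate 1. In the same order, the percentiles were 0, 0 and 0.01 in replicate 1, and 9.32, 7.62 and 13.2 in replicate 2. For naïve GRN-like genes the difference was -7.48 nt in replicate 1 and -2.41 nt in replicate 2, and its SD of 3.59 nt exceeded the pooled difference. This SD mixes the spread between replicates with the change of tested genes. In pooled data of genes with at least 10 transcripts in each replicate, the difference was -6.36 nt. The median over all transcripts of these genes was 80 nt in replicate 1 and 79 nt in replicate 2. With the median per gene, all 3 lists were past the threshold, with differences of -4.50 nt, -7.00 nt and -6.50 nt. The median over all transcripts was 81 nt, 79 nt and 79 nt in the same order, against 91 nt for all nuclear transcripts.

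The study had sorted the GO terms by whether most of their genes lay above or below 75 nt in wild-type cells. The median of all readable GO members tested was 74.9 nt, so the direction of each difference was largely set in advance. Only its size and stability are described here. Carbohydrate metabolic process genes had a median of 83.2 nt over 73 genes, which was 8.28 nt above matched random lists at percentile 99.92. Fatty acid metabolic process genes had 84.6 nt over 64 genes, a difference of 10.4 nt at percentile 99.98. The replicate differences were 8.60 nt and 9.46 nt for the former, and 11.3 nt and 9.28 nt for the latter. Multicellular organism growth genes had a median gene tail of 68.5 nt over 64 genes, a difference of -6.31 nt at percentile 2.16. The replicates gave -10.6 nt and -7.61 nt. When random lists were also matched on transcript length, this difference was -2.69 nt at percentile 16.6, no longer past the threshold. With tails of at least 6 nt it was -1.06 nt at percentile 32.4, and with tails of at least 15 nt it reversed to 1.78 nt at percentile 79.7. The call was lost in 8 of 17 alternatives that used both replicates, and the median over all transcripts of the list was 90 nt. Cell-cell adhesion genes, with 73.3 nt over 52 genes, did not stand apart. Their difference was -1.97 nt at percentile 27.5, and its sign differed between the replicates (3.64 nt and -1.47 nt). In all, 4 GO terms and 5 other lists were tested.

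**Figure D2:**
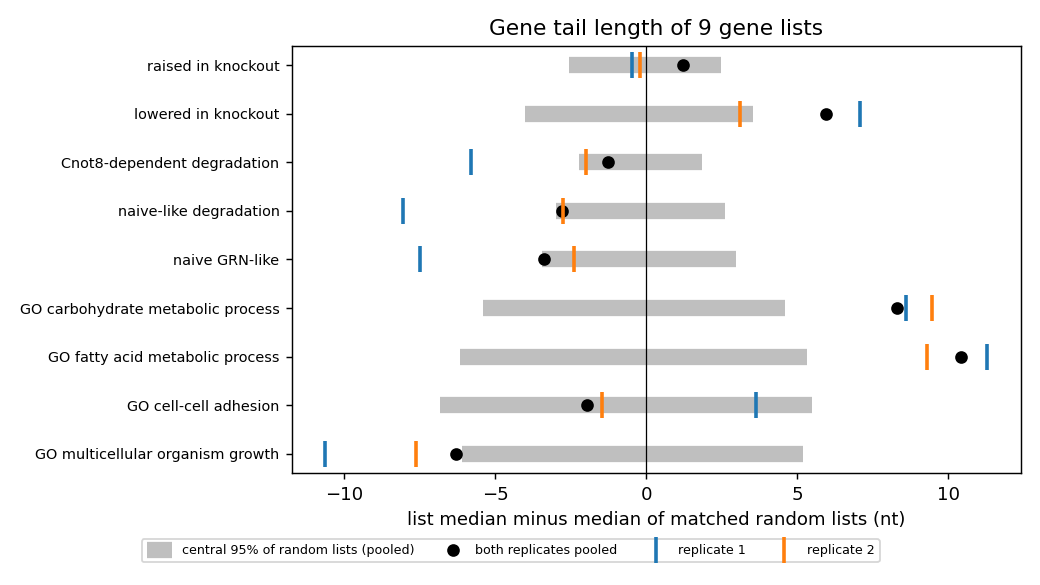
Difference (nt) between the median gene tail length of each of 9 lists and the median of matched random lists, for both replicates pooled (dots) and for each replicate (bars), with the central 95% of random lists in grey. Genes lowered in the knockout and both metabolic terms lie above the grey range, multicellular organism growth lies just below it, and the other 5 lists lie inside it.

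Genes that the study names were examined singly. Of 22 genes, 18 had at least 10 transcripts. Prdm14 had none, Klf4 had 1, Tbx3 had 4 and Tob1 had 5. Among 14 naïve pluripotency genes, 11 had at least 10 transcripts, and 5 of these lay below the median gene tail of 76.4 nt. Zfp42 (ENSMUSG00000051176, GRCm38 chromosome 8, 43295063 to 43306980) had a geometric mean tail of 53.7 nt ± 3.03 (SD, n = 2) from 501 transcripts. Zfp57 (ENSMUSG00000036036, chromosome 17, 37001163 to 37010635) had 50.6 nt ± 3.24 from 211 transcripts. Nr0b1 (ENSMUSG00000025056, chromosome X, 86191764 to 86195947) had 72.5 nt ± 3.39 from 201 transcripts. Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) had 94.1 nt ± 9.29 from 40 transcripts. Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) had 73.8 nt from 12 transcripts, with a bootstrap interval of 44.8 nt to 110 nt. Nanog had 77.7 nt from 10 transcripts (53.3 nt to 105 nt). Neither could be placed above or below the median of all genes at this depth. The shortest value, 22.3 nt for Jam2, rested on 13 transcripts and had an interval of 8.64 nt to 57.1 nt.

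Genes of RNA degradation included Cnot8 itself (ENSMUSG00000020515, chromosome 11, 58104153 to 58118594), with 74.5 nt from 115 transcripts (63.7 nt to 86.3 nt). Pabpc1 (ENSMUSG00000022283, chromosome 15, 36595661 to 36609668) had 73.5 nt ± 4.38 from 1993 transcripts. Cnot7 (ENSMUSG00000031601, chromosome 8, 40492540 to 40515847) had 41.4 nt from 41 transcripts (24.8 nt to 65.7 nt), with 69.5 nt from 9 transcripts in replicate 1 and 35.8 nt from 32 in replicate 2 (SD 23.9). Of its tails, 17.1% had 1 to 5 nt, and with tails of at least 6 nt it had 80.5 nt against a median of all genes of 81.2 nt. By the median of its transcripts, Cnot7 had 69 nt.

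**Figure D3:**
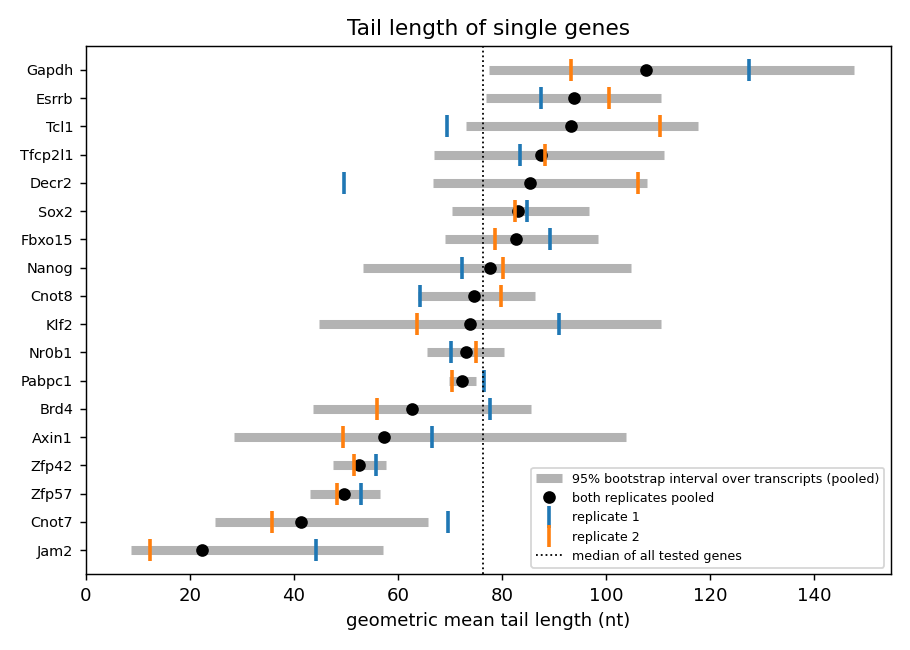
Geometric mean tail length (nt) of the 18 genes with at least 10 transcripts, for both replicates pooled (dots) and for each replicate (bars), with 95% bootstrap intervals over transcripts in grey and the median of all tested genes (76.4 nt) as a dotted line. Only the intervals of Zfp42, Zfp57, Cnot7, Jam2 and Pabpc1 lie wholly below the dotted line, and those of Esrrb and Gapdh lie wholly above it. Gapdh rests on 13 transcripts, with 127 nt in replicate 1 and 93.2 nt in replicate 2.

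Among 1775 genes with at least 30 transcripts in each replicate, the shortest tails belonged to noncoding RNAs. Gm42418 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788) had 1.42 nt ± 0.0803 (SD, n = 2) from 3100 transcripts. Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) had 3.78 nt ± 1.44 from 97 transcripts, and Gm26917 (ENSMUSG00000097971, chromosome 17, 39843013 to 39846341) had 5.71 nt ± 0.846. Of the tails of Gm42418 and Malat1, 98.1% and 95.9% had 1 to 5 nt. Whether such short ends are poly(A) tails at all was not tested. Zfp980 and Zfp987, zinc finger genes within the same region of chromosome 4, followed with pooled values of 22.7 nt and 23.5 nt. The replicates differed, with 34.7 nt and 18.4 nt for Zfp980 (SD 11.5), and 32.6 nt and 19.3 nt for Zfp987 (SD 9.36). Their values are uncertain where reads can be shared between similar genes. The longest tails were those of Gm12481, a processed pseudogene, with 139 nt ± 7.07, and Aldh2 (ENSMUSG00000029455, chromosome 5, 121566027 to 121593824), with 139 nt ± 3.84. Txn1, Gm47283 and Uqcr11 followed.

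Bases other than A were counted in each nuclear tail. They occurred in 10.9% ± 1.85 of tails (SD, n = 2), with 12.2% in replicate 1 and 9.55% in replicate 2. T was present in 6.27% ± 1.26 of tails, C in 3.31% ± 0.426 and G in 2.53% ± 0.318. With the first and last base left out, the pooled share of tails with a non-A base was 7.36%, against 10.5% with all bases. The last base was T in 26.7% ± 8.23 of tails of 6 to 15 nt and in 13.7% ± 2.72 of tails of 16 to 30 nt. In tails of 61 to 90 nt the share was 2.15% ± 0.637, and in tails of 1 to 5 nt it was 1.89% ± 0.615. The shares of the short tails exceeded those of these 2 other classes by more than the spread between replicates. C was the last base of 0.772% and G of 0.832% of tails of 6 to 15 nt.

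**Figure D4:**
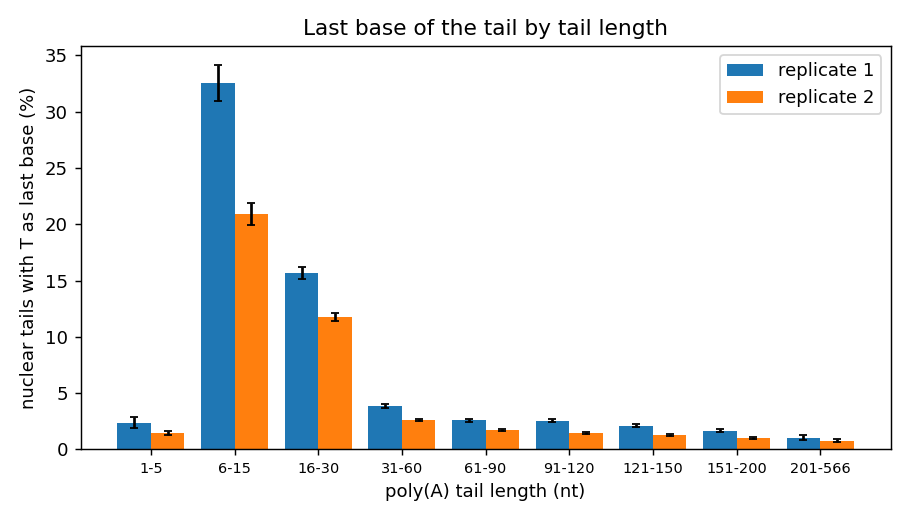
Share (%) of nuclear tails whose last base is T, by tail length (nt), with a bar for each replicate and 95% Wilson intervals as error bars. The bars rise to 32.5% and 20.9% at 6 to 15 nt and stay below 4% at 1 to 5 nt and above 30 nt.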

Values the study reported

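The study reported 803,537 transcripts of 12,838 genes from the wild-type cells. For 6,937 genes expressed in both genotypes, it gave median tails of 92 nt in control cells and 121 nt in Cnot8 KO cells. For 1,400 genes with raised expression in Cnot8 KO 24h-EpiLCs against controls, tails were stated as 85 nt in controls and 113 nt in KO cells. For 180 naïve GRN-like genes the values given were 82 nt and 111 nt. The wording leaves open whether these medians are over transcripts or over genes. They may therefore not be the same measure as the gene-level medians above.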

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

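Of the tests in this part, that on barcodes was chosen only after the result was seen. The comparisons above use no read without a gene. They do use nuclear reads from wells with more than 1 transcript, 47585 in all, but not the grouping of reads by well. The single group gives no contrast, so no biological explanation was tested.

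Reads assigned to no gene made up 15.2% of reads with at least 7 passes, far above 0.000317%, the smallest share that 3 reads can show. The share was 14.9% in replicate 1 and 15.4% in replicate 2. Tails of 1 to 5 nt were frequent among them, at 29.5% against 2.32% of nuclear and 24.2% of mitochondrial transcripts. Above 15 nt the picture differed. The median of their tails of at least 15 nt was 90 nt, against 94 nt for nuclear and 70 nt for mitochondrial transcripts. The largest gap between cumulative distributions was 0.0448 from the nuclear and 0.496 from the mitochondrial transcripts. The longer tails may therefore come from nuclear transcripts that the authors' gene assignment left out, and for these the test spoke against mitochondrial transcripts. It left out the shortest tails, whose origin was not tested and for which mitochondrial transcripts are not excluded.

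More than 1 transcript came from 3.62% of the sequencing wells, 33101 of 913252. In 31914 wells with exactly 2 transcripts, 54.8% of pairs had the same barcode, against 53.3% for random pairing of these reads. Only 6.67% of pairs had the same gene entry. Molecules joined after the barcoded libraries were pooled could give this, with a small excess of pairs from the same library. However, wells were told apart by their number alone. If more than 1 sequencing run was used, reads of different runs with the same number would give such pairs too. The test cannot separate these explanations. The median nuclear tail in the wells with more than 1 transcript was 92 nt, against 91 nt in wells with 1 transcript, so no clear shift of tail lengths was seen there.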

How the results depend on the processing

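No paired analysis was possible because there was 1 group. The planned removal of duplicate reads was not run, since the table holds no alignment positions, and keeping mitochondrial genes gives no value for the mitochondrial difference. Values without a test were set against the SD of the 2 replicates, and the replicate correlation against its SD over 200 bootstrap resamples of genes.

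Genes lowered in Cnot8 KO cells stayed past the threshold with the same direction in 17 of 17 alternatives that used both replicates, from 3.98 nt to 8.07 nt. Replicate 2 alone gave 3.11 nt at percentile 91.1. Carbohydrate metabolic process genes did so in 16 of 17, and were weaker at 3.50 nt with tails of at least 15 nt. Fatty acid metabolic process genes did so in 16 of 17, and were weaker at 5.50 nt with the median per gene. For both GO terms the direction was largely set by the way the study had sorted them. The correlation of tail length with transcript number moved by less than the replicate SD in every alternative run. That SD, 0.0579, was nearly as large as the pooled correlation of 0.0674, so this cannot show that the value is stable. The correlation was 0.0131 with tails of at least 15 nt, 0.0307 with at least 5 transcripts and 0.0974 with at least 20.

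Lists with the naïve and degradation genes kept their negative direction in the 17 alternatives, and passed the threshold in many. Each set of values below is in the order Cnot8-dependent degradation, naïve-like and naïve GRN-like genes. The differences were -3.52, -5.01 and -5.12 nt with the arithmetic mean, -4.50, -7.00 and -6.50 nt with the median, -2.60, -6.01 and -6.34 nt with at least 15 passes, -4.23, -6.96 and -6.36 nt with at least 10 transcripts in each replicate, and -3.64, -6.37 and -6.23 nt with at least 20 transcripts. They were -3.60, -4.52 and -4.56 nt with tails of at least 15 nt, -3.06, -4.06 and -4.77 nt with tails of at least 6 nt, and -2.56, -3.79 and -4.23 nt when the last choice was joined with matching on transcript length. Without the pass filter, naïve-like genes reached -3.50 nt and naïve GRN-like genes -3.95 nt. Without matching, naïve-like genes reached -3.01 nt. Naïve GRN-like genes also passed at -3.67 nt with the number of A bases and at -3.45 nt with at least 5 transcripts. Of 17 alternatives each, 8, 10 and 11 passed. Among those that did not, protein-coding genes only gave -0.430, -1.85 and -2.52 nt, at percentiles 32.45, 9.37 and 6.54. Matching on transcript length alone gave -0.630, -2.80 and -2.84 nt, at percentiles 26.05, 2.62 and 5.2. The main setting gave percentiles of 13.3, 3.41 and 2.70. The cause was not tested.

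Genes raised in Cnot8 KO cells reversed in 7 of 17 alternatives. They were past the lower threshold at -1.72 nt with the arithmetic mean (percentile 2.26) and -3.50 nt with the median (1.18). The same held at -3.18 nt with tails of at least 15 nt (0.03) and -2.32 nt with tails of at least 6 nt (0.96). It also held at -2.07 nt when matching on transcript length was added to the latter (1.56). Inside the central 95% were -1.84 nt with at least 10 transcripts in each replicate (15.6) and -1.06 nt with at least 20 transcripts (26.2). Cell-cell adhesion genes reversed to 2.30 nt (arithmetic mean), 4.75 nt (median), 3.18 nt (at least 15 nt), 3.60 nt (at least 6 nt), 0.479 nt (matching on transcript length) and 4.57 nt (both of the last). Multicellular organism growth genes were weaker at -2.16 nt (arithmetic mean), -1.50 nt (median), -6.14 nt (at least 10 transcripts in each replicate), -5.26 nt (at least 20 transcripts), -1.06 nt (at least 6 nt) and -2.69 nt (matching on transcript length), and reversed to 1.78 nt (at least 15 nt) and 0.170 nt (at least 6 nt with that matching). For both GO lists, matching on transcript length alone or leaving out tails of 1 to 5 nt alone was enough to change the result. For raised genes, a test of their 1 to 5 nt tails is given among the other observations.

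The median transcript tail was 82 nt with mitochondrial genes, 94 nt with tails of at least 15 nt and 93 nt with at least 6 nt. The share over 90 nt was 44.3%, 52.4% and 51.8% in the same order. It was 50.6% without the pass filter, with at least 8 and with at least 15 passes, 50.5% with the number of A bases and 50.1% in protein-coding genes. The pooled Wilson interval of the main value was 50.5% to 50.7%, and the value for protein-coding genes lay below it. The median gene tail was 93.8 nt (arithmetic mean), 89 nt (median), 83.1 nt (at least 15 nt), 81.2 nt (at least 6 nt) and 75.5 nt (protein-coding genes). The mitochondrial difference was -23 nt with tails of at least 6 nt. The share of tails with a non-A base was 7.36% without the first and last base. With at least 10 transcripts in each replicate, 4286 genes remained.

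The replicate correlation was 0.480 (arithmetic mean), 0.413 (median), 0.484 (at least 15 nt), 0.557 (at least 15 passes), 0.497 (protein-coding genes), 0.430 (at least 5 transcripts) and 0.650 (at least 20). It was lower with at least 5 and higher with at least 20 transcripts per gene, so low depth limits it.

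Leaving out either replicate gave from 4488 to 5923 genes, median gene tails from 76.8 to 77.99 nt, medians of 91 nt, shares over 90 nt of 50.6%, mitochondrial differences from -26 to -24 nt, shares with a non-A base from 9.55% to 12.2% and correlations with transcript number from 0.0359 to 0.118. List differences ranged from -0.475 to -0.198 nt (raised), 3.11 to 7.06 nt (lowered), -5.80 to -1.99 nt (Cnot8-dependent degradation), -8.07 to -2.75 nt (naïve-like), -7.48 to -2.41 nt (naïve GRN-like), 8.60 to 9.46 nt (carbohydrate), 9.28 to 11.3 nt (fatty acid), -1.47 to 3.64 nt (adhesion) and -10.6 to -7.61 nt (growth). For 29 single genes, the 3 other pass filters and the median per gene can move a value either way. Of 116 such values, 94 moved by less than the replicate SD, and 20 of the other 22 rose. Under the pass filters only Sox2 moved by more than that SD. With the median per gene most of the genes did, such as Cnot8 from 74.5 nt to 97 nt, so single-gene values depended on that choice. The arithmetic mean and leaving out short tails can only raise a geometric mean, so the rise in 45 of 87 values there by more than that SD was fixed in direction.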

Other observations

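The tests on the 1 to 5 nt tails of genes raised in the knockout, on T in tails over 90 nt and on the maxima of the replicates, and the shuffling of barcodes, were chosen only after those results were seen. With 1 group, no biological explanation was tested for any pattern here.

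Genes raised in Cnot8 KO cells had shorter tails than matched random lists by the median per gene but not by the geometric mean. Their mean share of 1 to 5 nt tails was 1.89%, against 3.62% for random lists, at percentile 0, below all 10000 lists. A geometric mean is pulled down strongly by such tails. Fewer of them may therefore hide a shorter main body of tails in this list, and with tails of at least 6 nt the difference was -2.32 nt.

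Nuclear tails of 1 to 5 nt numbered 16279, and their share was higher in replicate 2. The 10 genes with the most held 23.1% of them, so a few genes did not account for most. Gm42418 alone held 18.7%. Across 7146 genes the share rose with annotated transcript length, with a Spearman's correlation of 0.358 within deciles of transcript number. Without the deciles it was 0.258 in replicate 1 and 0.307 in replicate 2. The mean share was 4.30% in genes with transcripts longer than the median of 3252.5 nt and 1.72% in the others. Reads or RNA fragments that end inside a transcript are a candidate explanation. Of 1775 genes with at least 30 transcripts in each replicate, 848 (47.8%) had the higher share in replicate 2, and many of the others had equal shares. Among the 1109 genes with unequal shares, 76.5% had the higher share in replicate 2. Replicate 2 is deeper, and 100 shuffles of the barcodes within each gene gave from 49.4% to 57.4%. Depth alone thus did not give the observed share, and a difference between the libraries remains as an explanation. Gene tail length itself fell with transcript length (-0.390), and partly still did with tails of at least 15 nt (-0.250).

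T was the last base of 15.2% of 57903 nuclear tails of 6 to 30 nt. Sequencing error would fall with passes, but the share was 14.5% at 60 or more passes and 15.1% at 7 to 14. If other sequence had been taken as tail, C and G should be common, but 94.7% of the 8813 tails ending in T held neither. The share was slightly higher, 96.8%, in the 49090 tails not ending in T, so such sequence may account for a small part of them. An adapter remnant should reach long tails, of which 1.56% ended in T. The pattern was not due to few genes, since 557 of 585 genes (95.2%) had the higher share in the short tails. None of these 4 explanations accounted for most of the pattern. Terminal addition of U to short tails is a possible explanation. Artefacts of end extension or template switching were not tested and cannot be told apart from it, and the level was higher in replicate 1 than in replicate 2.

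Apart from the peak at 1 to 5 nt, maxima were searched only in a middle range of lengths, which left out the longest tails. In that range the nuclear distribution had 3 maxima, the first at 49 nt and the next at 79 nt, with a mean spacing of 29 nt. Whether longer tails hold further maxima was not tested. They were shallow, since the later maxima stood 1.12 and 1.06 times above the lowest point before each. With at most 50 transcripts drawn per gene the mean spacing was 30.5 nt, and with 60 or more passes it was 29.5 nt, with the same number of maxima and none moved by over 5 nt. The maxima of the replicates differed by at most 2 nt. Few genes, low consensus depth and a single library were thus not supported as sources. A regular unit along the tail, such as bound protein, might give such a spacing, but length bias in amplification or loading was not tested.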
